A study of Mus musculus with 12 samples. Its data were reported in "Proimmunogenic impact of MEK inhibition synergizes with agonist anti-CD40 immunostimulatory antibodies in tumor therapy" (2020).

How the data were processed

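RNA from 12 samples of B16-OVA cells was measured on Affymetrix Mouse Genome 430 2.0 arrays, 1 array per sample, with 3 arrays in each of 4 groups: DMSO and 100 nM GDC-0623 (MEKi), each at 24 h and 72 h. Per the labels, the authors labelled 200 ng of total RNA with the 3' IVT Plus kit and normalized the arrays by RMA. The study methods, which describe tumor RNA on the same kind of array, name Chipster as the software. RMA corrects background, makes the arrays' distributions alike and summarizes the probes of each probe set. The deposited values by the authors are log2 RMA signals rounded to 2 decimals, from 2.21 to 14.47. The versions of their software are not stated. Groups were taken from the sample titles, and the values were used as deposited, with no further normalization or filter in the main tests.

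The table held 45101 probe sets, of which 64 control probe sets were left out of the tests and used as technical measures. The annotation paired 34945 of the 45037 others with 1 gene, 932 with several and 9160 with none. A gene's value is that of its own probe set (paired with that gene alone) with the highest mean over all 12 arrays, which gave 18193 genes, 9010 of them with at least 2 probe sets. Where a gene had no such probe set it was not analysed here. Members of gene lists were matched by symbol, with older names brought to current ones through the gene ID. The melanocyte list named 29 genes, of which 25 were measured, 3 were not, and 1 was an older name of another member.

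Each of the comparisons was a limma fit (version 3.58.1, in R 4.3.3) of log2 signal per probe set with empirical Bayes moderation, two-sided, and with Benjamini-Hochberg (BH) adjustment over 45037 probe sets, with a threshold of 0.05 on the adjusted p. MEKi was set against DMSO at 24 h and at 72 h, and DMSO at 72 h against DMSO at 24 h. Each fit used its own 6 arrays and no covariates, as those methods describe for pairs of groups. The difference of the MEKi effects was a contrast on all 12 arrays. A log2 difference is the treated minus the DMSO mean, or the 72 h minus the 24 h mean, and its error is the moderated SE. The comparisons, the lists, the rule for named genes and the alternatives, apart from those named as later in the sensitivity part, were fixed before the data were examined. The rule takes, per MEKi comparison, the 6 highest and 6 lowest called genes whose 3 treated arrays all lie on 1 side of the 3 controls (10% of genes do so by chance in each comparison) and whose higher group mean reaches the median probe set mean of 5.363. It passes over predicted genes and unnamed clones. It adds up to 4 called members of each list with the largest change. It also adds genes set beforehand, of which those used here are Dusp6, Spry4, Etv5, Ccnd1, Cdkn1b, Mki67, Mitf, Tyr, Irf1, H2-K1, H2-D1, B2m and Cd274. For the difference it takes the 4 highest and 4 lowest genes, and for DMSO over time those and up to 2 members of each list. The text names a part of these, not always the largest, and some other genes, not each of which is marked as such.

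The 26 gene lists were tested with camera at a preset correlation of 0.01 on the genes' values, with BH adjustment over the lists of both MEKi comparisons together. Counts of called members are given over all probe sets and adjusted over the list alone. The direction of a list across settings was read from its median. Lists were also tested on the difference and on DMSO over time, as a separate family chosen after the data were seen. Camera with an estimated correlation and fry, which tests a list without comparing it with other genes, were alternatives. Technical measures per array were compared between groups by exact two-sided permutation tests over 42 tests, with BH adjustment.

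The replicate numbers of the titles were checked as pairs, by correlating across probe sets each array's deviation from its group mean. DMSO and MEKi arrays with the same number correlated at 0.207, 0.283 and 0.282 at 24 h and at 0.307, 0.271 and 0.214 at 72 h. Those with different numbers within a time correlated at -0.288 to 0.002. Within a time, arrays with the same number thus shared deviations, which the main fits did not use. A fit with the number as a block was among the alternatives fixed beforehand. Other alternatives were all 12 arrays in 1 fit, brighter probe sets (mean above the median of all), arrays centred on their median and quantile normalization again. Further ones were eBayes with a trended and robust prior, array weights, a change of at least 2-fold, the mean over a gene's probe sets, and leaving out each array in turn.

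The workflow was tested on simulated data with 200 changed probe sets per comparison, of which 50 each changed by 1.5-fold, 2-fold, 4-fold and 8-fold. At 1.5-fold it recovered 29 at 24 h, 24 at 72 h, 25 in the difference and 31 in DMSO over time, and at 2-fold 49, 48, 37 and 47, with 2, 4, 4 and 5 false calls. Camera gave a p of 2.7e-36 for a simulated list moved by 0.3, and a p below 0.05 for 5 of 100 unmoved lists. These values may not carry over to real lists of correlated genes. For cholesterol biosynthesis at 24 h the estimated correlation was 0.773, against the preset of 0.01. The precision of all values is limited by the number of arrays.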

Results

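Gene expression was measured in cultured B16-OVA cells, a mouse melanoma line that carries the model antigen ovalbumin, after addition of 100 nM GDC-0623, an inhibitor of the kinase MEK (MEKi), or of its solvent DMSO. Cells were taken 24 h or 72 h later, with 3 arrays in each of 4 groups. Each of the 12 arrays gave a log2 RMA signal for 45037 probe sets that were not controls, and 18193 genes had at least 1 probe set of their own. The array medians lay between 5.31 and 5.42, and the number of arrays limits the precision. The series text calls the replicates biological but does not say that they were separate cultures, so the p-values measure the spread between these samples, which may be technical. Across probe sets, which are not independent replicates, arrays of the same group correlated at r = 0.996 to 0.998 and arrays of different groups at 0.987 to 0.997. The first principal component, with 52.6% of the variance, parted the harvest times, and the next one, with 15.3%, parted MEKi from DMSO.

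Control probe sets differed between the harvest times. The 3' minus 5' signal of the Dap spike, an RNA added before labelling, was 1.42 ± 0.07 (SD, n = 6) at 72 h and 2.06 ± 0.05 at 24 h (exact two-sided permutation p = 0.00216, the smallest that 6 against 6 arrays can give; BH-adjusted p = 0.013 over 42 tests). Values set across times therefore include any difference in labelling. The 3' minus 5' differences between the times of the Phe spike (0.027; exact permutation p = 0.474, BH-adjusted 0.766) and Gapdh (-0.033; exact permutation p = 0.0476, BH-adjusted 0.222) did not pass after adjustment. The array median (5.393 at 72 h and 5.325 at 24 h) and the interquartile range (4.093 and 4.282) also differed between the times (BH-adjusted exact permutation p = 0.013 each). Within a time, 3 against 3 arrays cannot give a p below 0.1. The 18S rRNA control signal at 24 h was 12.54 ± 0.11 (SD, n = 3) with MEKi and 12.21 ± 0.13 with DMSO (exact permutation p = 0.1). The mean of the poly-A spikes (7.17 with MEKi and 7.33 with DMSO), the array median (5.33 and 5.32), the interquartile range (4.25 and 4.31) and the highest value (14.40 and 14.36) also parted these groups (exact permutation p = 0.1).

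The 24 h comparison asked what MEKi changes in the tumor cells themselves soon after its addition. The 2 largest falls were in genes switched on by ERK, the kinase that MEK activates. Etv5, an ETS transcription factor, was lower with MEKi by -4.06 ± 0.42 (log2 difference, SE, n = 3 per group; limma adjusted p = 0.00256), with treated arrays at 4.35, 4.22 and 6.08, and by -4.66 without MEKi replicate 3 and -3.13 as the mean of its probe sets. Egr1, an immediate early transcription factor, was 8.92-fold lower (-3.16 ± 0.14; adjusted p = 0.000339). Of the measured genes, 26 of 30 for ribosome biogenesis and 23 of 35 for DNA replication fell, and 1 for DNA replication rose. For cholesterol biosynthesis 12 of 20 rose, for the lysosome and autophagy 14 of 28 (1 fell) and for pigmentation 11 of 25. None of these lists passed camera with an estimated correlation (adjusted p from 0.317 to 0.437). The limma test with BH adjustment over all probe sets called 1724 probe sets higher and 2077 lower, or 912 and 1067 genes, of which 42 and 26 changed at least 2-fold. With 5 arrays the called total of 3801 became 1575, 1747 and 1468 without DMSO replicates 1, 2 and 3, 1133 and 1235 without MEKi replicates 1 and 2, and 5091 without MEKi replicate 3.

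Among called genes whose treated arrays all lay on 1 side of the controls, the largest rises at 24 h were in Mgll, the lipase that cleaves monoacylglycerol, at 5.11-fold (2.35 ± 0.15), and the potassium channel gene Kcnj13 (1.62 ± 0.29). Next came Tmem140 (1.62 ± 0.18), the matricellular protein gene Ccn4 (1.57 ± 0.13), Scrg1 (1.55 ± 0.14) and Gsta2, a glutathione S-transferase gene (1.42 ± 0.11). Beyond Etv5, Egr1 and Spry4, the largest falls were in the metalloprotease gene Adam12 (-2.14 ± 0.24), the imprinted gene Mest (-1.79 ± 0.22) and Maff, a small MAF transcription factor gene (-1.61 ± 0.13). The highest adjusted p among these 12 genes was 0.0143, for Kcnj13, whose adjusted p was up to 0.0658 without DMSO replicate 3 or MEKi replicate 1 or 2. As the mean of its probe sets Tmem140 was higher by 0.91.

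In the ERK pathway output list, 13 of 23 measured genes fell at 24 h and the other 10 did not pass (15 lower adjusted over the list alone). Their median log2 difference was -0.52 (camera adjusted p = 1.0e-10; adjusted p = 0.247 with an estimated correlation). Beside Etv5 and Egr1 these included Spry4, an ERK feedback inhibitor (-2.08 ± 0.13, and -0.80 over its 4 probe sets), Fos (-1.44 ± 0.17), Dusp6, the ERK phosphatase (-1.41 ± 0.17), and Ccnd1, which encodes cyclin D1 (-0.85 ± 0.13; adjusted p = 0.00931). None of the list calls given here held when camera estimated the correlation between genes. That setting raised p even where the estimate was near the preset of 0.01. For endoplasmic reticulum and amino acid stress genes in DMSO over time the estimate was 0.012. Their camera p was 6.8e-08 at the preset and 0.0061 with the estimate. A call lost at that setting is therefore not by itself evidence of correlation between genes.

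Genes of DNA replication and G1/S were lower at 24 h in 23 of 35 cases and higher in 1 (30 lower and 1 higher adjusted over the list alone), with a median of -0.31 (camera adjusted p = 1.3e-15; adjusted p = 0.418 with an estimated correlation). Cdt1, which licenses replication origins, differed by -0.64 ± 0.08, Mcm10 by -0.61 ± 0.08 and Uhrf1, which maintains DNA methylation, by -0.61 ± 0.09. The exception was Brca1, a DNA repair gene, at 2.22-fold higher in the mean of its brightest probe set and higher in all 4 of its probe sets (1.15 ± 0.10; adjusted p = 0.00151). Of 35 mitosis and G2/M genes, 2 fell (6 adjusted over the list alone), and the median was -0.13 (camera adjusted p = 1.7e-05; adjusted p = 0.437 with an estimated correlation). These were Cdc25b (-0.34 ± 0.07) and Cenpa (-0.29 ± 0.06). Both calls ended without any 1 of the DMSO replicates or MEKi replicates 1 and 2, with adjusted p up to 0.0839 and 0.0942, and Cenpa averaged over its 3 probe sets differed by -0.02. The Cenpa call also ended with all 12 arrays in 1 fit. Mki67 differed by -0.11 ± 0.06 (adjusted p = 0.323). All 30 genes of the ribosome biogenesis list had a negative sign and 26 passed (29 adjusted over the list alone), with a median of -0.47 (camera adjusted p = 1.2e-18; adjusted p = 0.418 with an estimated correlation). They included Polr1b, a subunit of RNA polymerase I (-0.80 ± 0.08), and Nolc1 (-0.69 ± 0.11), whose adjusted p was 0.0512 without MEKi replicate 1.

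Among CDK inhibitors and p53 targets 4 of 23 rose at 24 h (5 adjusted over the list alone), with a median of 0.05 and a camera adjusted p of 0.137, which became 0.0445 without DMSO replicate 1. Trp53inp1 was higher by 0.53 ± 0.07 and the stress gene Ddit4 by 0.48 ± 0.08 (adjusted p = 0.0102, and 0.0892 with all 12 arrays in 1 fit), while Cdkn1b, which encodes p27, differed by 0.09 ± 0.10 (adjusted p = 0.663). When 1 array was left out, Cdkn1b lay between 0.032 and 0.207 and the list median between 0.008 and 0.117. In the list of glycolysis and hypoxia genes 4 of 28 were higher and 2 lower (7 and 4 adjusted over the list alone), with a median of 0.07 (camera adjusted p = 0.156). Ndrg1 was higher by 1.14 ± 0.10 and Hk1, which encodes hexokinase 1, lower, by -0.88 ± 0.11.

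All 20 measured cholesterol biosynthesis genes had a positive sign at 24 h and 12 passed (17 adjusted over the list alone), with a median of 0.48 (camera adjusted p = 1.0e-10; adjusted p = 0.437 with an estimated correlation). Insig1, a sterol sensor (0.64 ± 0.11), and the sterol reductase gene Tm7sf2 (0.57 ± 0.10) were among them. Without MEKi replicate 1 or 2 these genes had adjusted p up to 0.0539 and 0.0589. Of 28 lysosome and autophagy genes, 14 rose and 1 fell (18 and 1 adjusted over the list alone), and the median was 0.255 (camera adjusted p = 2.2e-08; adjusted p = 0.418 with an estimated correlation). Neu1, a lysosomal sialidase gene, was higher by 0.59 ± 0.06. Ctsl was higher by 0.60 ± 0.10 (adjusted p = 0.0109, and 0.0538 without MEKi replicate 1). The gene that fell, named after its value was seen, was Sqstm1, an autophagy receptor gene (-0.26 ± 0.07; adjusted p = 0.0494). Its adjusted p was 0.0699 with the replicate number as a block and up to 0.163 without any 1 of the DMSO replicates or MEKi replicates 1 and 2, and over its probe sets the mean difference was -0.045. The Sqstm1 call also ended with all 12 arrays in 1 fit.

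Pigmentation and melanocyte differentiation genes rose at 24 h in 11 of 25 cases (15 adjusted over the list alone), with a median of 0.17 (camera adjusted p = 2.3e-09; adjusted p = 0.317 with an estimated correlation). The ion exchanger gene Slc24a4 (1.21 ± 0.10), the melanosome channel gene Oca2 (0.98 ± 0.10) and Gpr143 (0.85 ± 0.09) rose most. Mitf, the master transcription factor of melanocytes (0.34 ± 0.06; adjusted p = 0.0174), and Tyr, which encodes tyrosinase (0.35 ± 0.06; adjusted p = 0.0142), rose 1.27-fold and 1.28-fold. Without DMSO replicate 1 or MEKi replicate 1 or 2, and for Mitf also DMSO replicate 2 and for Tyr DMSO replicate 3, these calls ended, with adjusted p up to 0.0729 and 0.0626. With all 12 arrays in 1 fit the Mitf adjusted p was 0.302. In the neural crest-like list 1 of 24 was higher and 4 lower (2 and 4 adjusted over the list alone), with a median of 0.03, a mean of 0.004, and camera in the Down direction (adjusted p = 0.994). Ccn2, a YAP target gene, was lower by -0.53 ± 0.06. The gene that rose was Sox9 (0.72 ± 0.14; adjusted p = 0.0192). The Sox9 call ended without any 1 of the DMSO replicates or MEKi replicates 1 and 2 (adjusted p up to 0.0804). Of 28 receptor tyrosine kinase genes, 5 were lower (6 lower and 2 higher adjusted over the list alone), with a median of 0.005, a mean of -0.077 and camera in the Down direction (adjusted p = 0.485). Erbb3 was lower by -0.86 ± 0.06 in its brightest probe set and by -0.41 over its 2 probe sets, and Fgfr3 by -0.59 ± 0.08.

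MHC class I antigen presentation genes were higher at 24 h in 4 of 17 cases (6 higher and 1 lower adjusted over the list alone), with a median of 0.11 (camera adjusted p = 0.0232; adjusted p = 0.418 with an estimated correlation). Without MEKi replicate 1 the camera adjusted p was 0.0566. Tapbp, which encodes the peptide-loading chaperone tapasin, rose 1.82-fold (0.87 ± 0.15; adjusted p = 0.0133, and up to 0.0626 without MEKi replicate 1 or 2). The class I heavy chain genes H2-D1 (0.37 ± 0.08; adjusted p = 0.0339) and H2-K1 (0.33 ± 0.08; adjusted p = 0.0465) rose in their brightest probe sets. These probe sets had similar means (9.78 and 9.6 with DMSO). Whether each reads its gene alone was not tested, so they may not be separate evidence. The H2-D1 and H2-K1 calls ended without any 1 of the DMSO replicates or MEKi replicates 1 and 2, with adjusted p up to 0.125 and 0.151. The mean over all probe sets of each gene gave 0.12 (adjusted p = 0.193) and 0.26 (adjusted p = 0.079). With each array centred on its median the H2-K1 adjusted p was 0.0525. B2m, the class I light chain gene, differed by 0.23 ± 0.07 (adjusted p = 0.0705). It passed without MEKi replicate 3 (adjusted p = 0.0267), among brighter probe sets (0.0225), with array weights (0.0255), with a trended and robust prior (0.0036) and as the mean of its probe sets (0.0412). Interferon-stimulated genes went both ways, with 6 of 38 higher and 3 lower (6 and 4 adjusted over the list alone) and a median of 0.052 (camera adjusted p = 0.387). The antiviral gene Rsad2 was higher by 1.05 ± 0.11 and Ifi27 by 0.78 ± 0.09, while the chemokine gene Cxcl10 was lower by -1.13 ± 0.08. Xaf1 was also higher, by 0.84 ± 0.19 (adjusted p = 0.0339). Its call ended without any 1 of the DMSO replicates or MEKi replicates 1 and 2 (adjusted p up to 0.125). Cd274, which encodes PD-L1 (0.11 ± 0.10; adjusted p = 0.561), and Irf1 (-0.18 ± 0.07; adjusted p = 0.155) did not pass. The Cd274 difference lay between 0.005 and 0.175 without 1 array.

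The other lists did not pass camera at 24 h, with adjusted p from 0.118 to 0.994. Of 29 interferon and JAK/STAT signaling genes 4 were higher and 1 lower (6 and 2 adjusted over the list alone; median 0.04), among them Osmr, a cytokine receptor gene (0.71 ± 0.08). Among 24 endoplasmic reticulum and amino acid stress genes 1 was higher and 5 lower (5 and 8 adjusted over the list alone), with a median of 0.09, a mean of -0.017 and camera in the Up direction. The cystine transporter gene Slc7a11 was lower by -0.78 ± 0.13 (adjusted p = 0.0112, and 0.0545 without MEKi replicate 1). In the BCL2 family 3 of 14 were lower (3 lower and 2 higher adjusted over the list alone), with a median of 0.037, a mean of -0.03 and camera in the Down direction. A single gene was called, both over all genes and adjusted over the list alone, among each of 27 for oxidative phosphorylation (higher, median 0.017), 12 for MHC class II (higher, 0.055), 22 immune ligands and checkpoints (higher, 0.042) and 34 cytokines and chemokines (lower, -0.022). Of 28 extracellular matrix genes 2 were higher and 2 lower (3 and 2 adjusted over the list alone; median 0.038). For markers of other cell types, 1 of 17 immune (1 adjusted over the list alone; median 0.047), 2 higher and 1 lower of 10 fibroblast (3 and 1 adjusted over the list alone; 0.072) and 1 of 10 endothelial genes (1 adjusted over the list alone; 0.003) passed. They included Lyz2 (5.93 ± 0.11 with MEKi and 5.55 ± 0.03 with DMSO, SD), Col1a2 (7.36 ± 0.14 and 6.67 ± 0.09), Pdpn (10.35 ± 0.06 and 9.93 ± 0.06) and Vwf (5.23 ± 0.39 and 4.26 ± 0.13). The Lyz2 call ended without any 1 of the DMSO replicates or MEKi replicate 2 (adjusted p up to 0.0672), and the Vwf call without DMSO replicate 3 or MEKi replicate 1 (up to 0.0579). The Col1a2 adjusted p of 0.0047 was 0.0944 with all 12 arrays in 1 fit. The limma test called 0 of 10 epithelial genes (median 0.017; 1 higher at an unadjusted p under 0.05) and 0 of 13 housekeeping genes (median -0.043; 3 lower at an unadjusted p under 0.05).

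**Figure D1:**
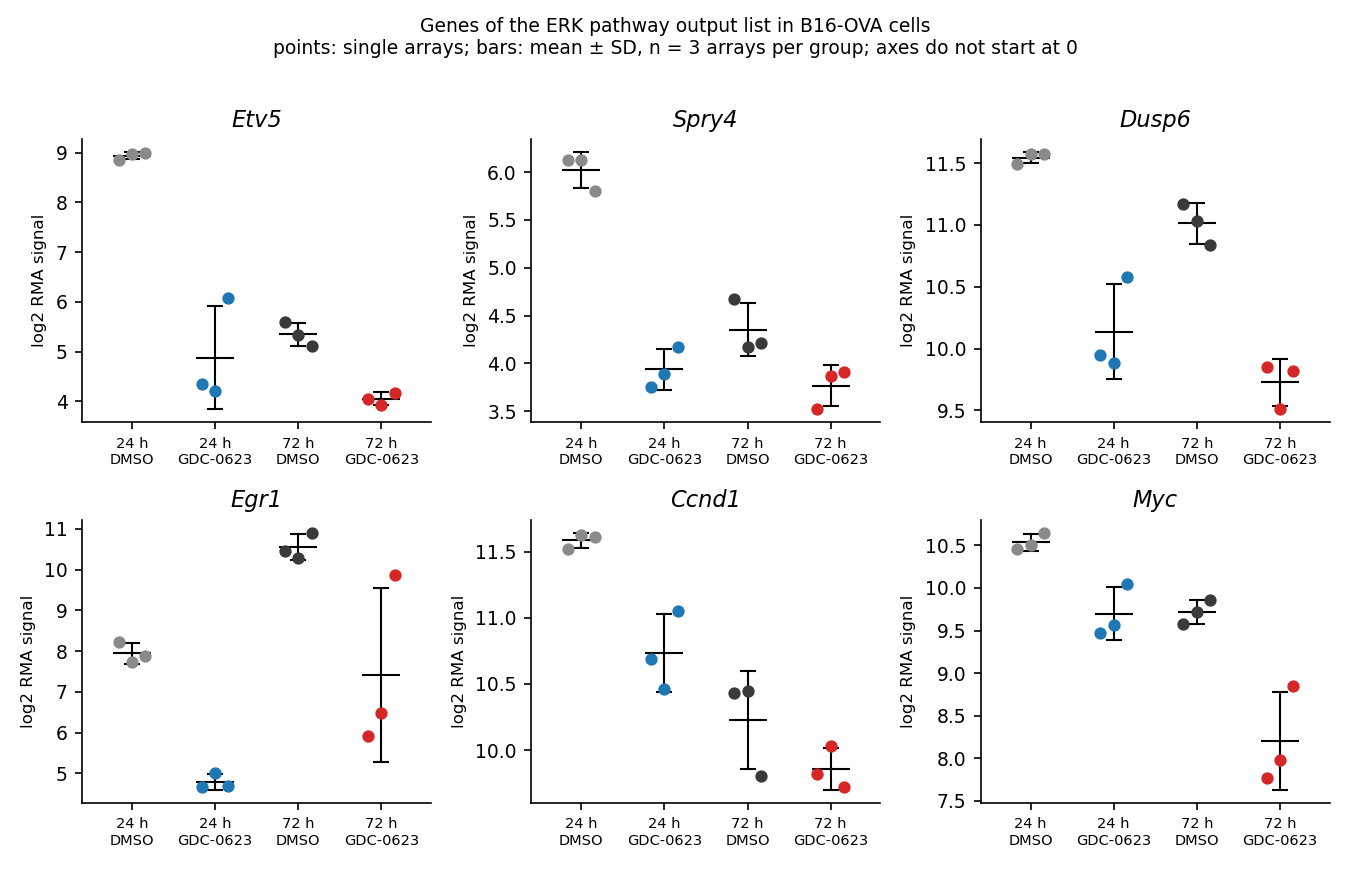
Log2 RMA signal of Etv5, Spry4, Dusp6, Egr1, Ccnd1 and Myc in each of the 12 arrays (points) with the mean and SD of the 3 arrays per group (lines), for DMSO and MEKi at 24 h and 72 h. Etv5 averaged 8.94 with DMSO and 4.88 with MEKi at 24 h, and 5.35 and 4.06 at 72 h.

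The 72 h comparison asked which changes are present after longer exposure. Of 35 measured mitosis and G2/M genes 33 were lower with MEKi, though the list did not pass camera with an estimated correlation (adjusted p = 0.247). Among them was Cdc25b, a phosphatase gene that drives mitotic entry, 1.91-fold lower (log2 difference -0.93 ± 0.08, SE, n = 3 per group; limma adjusted p = 0.000577). The largest rise was in Kcnj13, 8.40-fold higher (3.07 ± 0.35; adjusted p = 0.00145). The antiviral gene Rsad2 was 2.35-fold higher (1.23 ± 0.10; adjusted p = 0.000577) and Tapbp 2.29-fold higher (1.19 ± 0.10; adjusted p = 0.000577). Car9, a hypoxia-induced carbonic anhydrase gene, was 2.32-fold lower (-1.22 ± 0.23; adjusted p = 0.0119). The limma test with BH adjustment called 1347 probe sets higher and 1913 lower, or 734 and 935 genes, of which 61 and 46 changed at least 2-fold. The called total of 3260 became 1566 without DMSO replicate 1, 1623 without MEKi replicate 1 and 1383 without MEKi replicate 2.

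By the same rule as at 24 h, the largest rises at 72 h beside Kcnj13 were in the tubulin gene Tubb2a (1.95 ± 0.23), Adamtsl4 (1.92 ± 0.19), Ecm1, an extracellular matrix protein gene (1.91 ± 0.13), Tmem140 (1.75 ± 0.21) and Blvrb, a biliverdin reductase gene (1.72 ± 0.14). Beyond Egr1, the largest falls were in Selenbp1 (-2.40 ± 0.42), Adam12 (-2.34 ± 0.23), the carbonic anhydrase gene Car6 (-1.80 ± 0.12), the adenylate kinase gene Ak4 (-1.53 ± 0.22) and G0s2, an inhibitor of lipolysis (-1.53 ± 0.27). The adjusted p-values of these genes lay at or below 0.00913, and Selenbp1 had an adjusted p of 0.101 with a trended and robust prior. As means of their probe sets Tubb2a differed by 1.21, Tmem140 by 0.93 and Ak4 by -0.79.

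In the ERK pathway output list 9 of 23 genes fell at 72 h and 1 rose (9 and 3 adjusted over the list alone), with a median of -0.20 (camera adjusted p = 0.00316; adjusted p = 0.418 with an estimated correlation). Without MEKi replicate 2 the median was -0.115. The proto-oncogene Myc differed by -1.52 ± 0.23, Etv5 by -1.29 ± 0.12 and Dusp6 by -1.29 ± 0.12. Egr1 was lower by -3.14 ± 0.80 (adjusted p = 0.0445), with treated arrays at 5.91, 6.47 and 9.87. It was lower by -2.39 without MEKi replicate 1 and by -4.37 without MEKi replicate 3. Its adjusted p was 0.26 with a trended and robust prior and up to 0.167 without any 1 of the DMSO replicates or MEKi replicates 1 and 2. Spry4 differed by -0.58 ± 0.15 (adjusted p = 0.0452, 0.0699 with the replicate number as a block and 0.112 as the mean of its probe sets). Without any 1 array other than DMSO replicate 2 the Spry4 adjusted p was up to 0.157. Ccnd1 differed by -0.37 ± 0.17 (adjusted p = 0.249), and by -0.58 without DMSO replicate 3 (adjusted p = 0.0208). The gene that rose, named after its value was seen, was Phlda1 (0.43 ± 0.08; adjusted p = 0.013, and up to 0.0672 without DMSO replicate 1 or MEKi replicate 2).

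The 33 mitosis and G2/M genes that fell at 72 h (34 adjusted over the list alone) gave the list a median of -0.67 (camera adjusted p = 9.2e-33; adjusted p = 0.247 with an estimated correlation). They included the spindle gene Nusap1 (-0.92 ± 0.09), the kinetochore gene Ndc80 (-0.88 ± 0.10), Aurkb, which encodes a mitotic kinase (-0.87 ± 0.08), and Mki67, the proliferation marker (-0.62 ± 0.09; adjusted p = 0.00336). DNA replication and G1/S genes fell in 24 of 35 cases (27 adjusted over the list alone), with a median of -0.58 (camera adjusted p = 5.6e-19; adjusted p = 0.418 with an estimated correlation). Cdc45 (-0.88 ± 0.12) and Mcm7 (-0.82 ± 0.10) of the replicative helicase and the thymidine kinase gene Tk1 (-0.81 ± 0.13) were among them. Of 23 CDK inhibitor and p53 target genes 6 fell (7 adjusted over the list alone), with a median of -0.13 (camera adjusted p = 0.00379; adjusted p = 0.418 with an estimated correlation). Those lowest were Ddit4 (-1.10 ± 0.18) and the p53 targets Zmat3 (-0.83 ± 0.10) and Trp53inp1 (-0.80 ± 0.12), while Cdkn1b differed by -0.34 ± 0.11 (adjusted p = 0.119). Cdkn1b passed without DMSO replicate 2 (-0.45; adjusted p = 0.0463), with a trended and robust prior (0.0485) and as the mean of its probe sets (0.0374). Ribosome biogenesis genes were lower in 4 of 30 cases and higher in 1 (8 and 1 adjusted over the list alone), with a median of -0.155 (camera adjusted p = 0.00211; adjusted p = 0.62 with an estimated correlation). Without DMSO replicate 2 that median was -0.091 and the camera adjusted p 0.0698. Dkc1, a pseudouridine synthase gene, was lower by -0.45 ± 0.08 (adjusted p = 0.0123, and up to 0.0557 without DMSO replicate 1 or MEKi replicate 2). Cad, which this list also holds, was lower by -0.50 ± 0.12 (adjusted p = 0.0348). Its call ended without any 1 array other than DMSO replicate 3 (adjusted p up to 0.117) and as the mean of its probe sets.

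Glycolysis and hypoxia genes had a negative sign at 72 h in 27 of 28 cases; 9 passed as lower and 1 as higher (22 and 1 adjusted over the list alone). The median was -0.555 (camera adjusted p = 2.3e-09; adjusted p = 0.452 with an estimated correlation). Beside Car9, the hexokinase gene Hk2 was lower by -1.05 ± 0.17 and Pdk1 by -1.20 ± 0.26 (adjusted p = 0.022). Without DMSO replicate 1 or 3 the Pdk1 adjusted p was up to 0.0827, and with a trended and robust prior 0.122. Eno2, an enolase gene, was the 1 that rose (1.35 ± 0.14). Lysosome and autophagy genes rose in 10 of 28 cases (12 adjusted over the list alone), with a median of 0.227 (camera adjusted p = 1.5e-08; adjusted p = 0.247 with an estimated correlation). The lysosomal galactosidase gene Gla (0.86 ± 0.10), the lysosomal calcium channel gene Mcoln1 (0.80 ± 0.08), Ctsb (0.68 ± 0.09) and Gabarapl1 (0.65 ± 0.09) were higher. So was Sqstm1 (0.60 ± 0.09), which is named outside the rule.

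Interferon-stimulated genes rose at 72 h in 9 of 38 cases (11 higher and 1 lower adjusted over the list alone), with a median of 0.18 (camera adjusted p = 5.4e-06; adjusted p = 0.418 with an estimated correlation). Beside Rsad2 these included Ifit3 (1.03 ± 0.12), Xaf1 (1.01 ± 0.17) and Ifit1 (0.96 ± 0.10), and Cxcl10 differed by 0.65 ± 0.20 (adjusted p = 0.0912, 0.00461 with the replicate number as a block, 0.026 with all 12 arrays in 1 fit and 0.0451 with array weights). Without 1 array Cxcl10 lay between 0.425 and 0.812 and did not pass (adjusted p from 0.0527 to 0.293). MHC class I antigen presentation genes were higher in 4 of 17 cases (7 higher and 1 lower adjusted over the list alone), with a median of 0.13 (camera adjusted p = 0.0209; adjusted p = 0.418 with an estimated correlation). The camera adjusted p was 0.0946 without DMSO replicate 3 (median 0.098) and 0.0701 with each gene as the mean of its probe sets (median 0.053). Beside Tapbp these were H2-D1 (0.46 ± 0.08; adjusted p = 0.00848), H2-K1 (0.46 ± 0.08; adjusted p = 0.00814) and B2m (0.32 ± 0.08; adjusted p = 0.0455). The probe sets read for H2-D1 and H2-K1 again had similar means (11.08 and 10.91 with DMSO) and may not be separate evidence. Of the 9 probe sets of H2-D1 4 were called higher and 1 lower, and the mean over all probe sets gave 0.16 (adjusted p = 0.171) for H2-D1 and 0.039 (adjusted p = 0.883) for H2-K1. For B2m the adjusted p was 0.0569 with the replicate number as a block, 0.0685 with each array centred on its median, and between 0.0547 and 0.156 when any 1 of the 6 arrays was left out. Cd274 differed by 0.003 ± 0.11 (adjusted p = 0.99) and Irf1 by 0.057 ± 0.14 (adjusted p = 0.879), and the sign of each turned without some arrays. Of 34 cytokine and chemokine genes 3 were higher and 1 lower (5 and 2 adjusted over the list alone), with a median of -0.008, a mean of 0.058 and camera in the Up direction (adjusted p = 0.697). The T cell chemokine gene Ccl5 (1.09 ± 0.11) and Tgfb1 (0.94 ± 0.11) were higher. Vegfa, an angiogenic factor gene, was lower by -0.65 ± 0.16 (adjusted p = 0.0405, and up to 0.156 without DMSO replicate 1 or 3 or MEKi replicate 1 or 2).

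**Figure D2:**
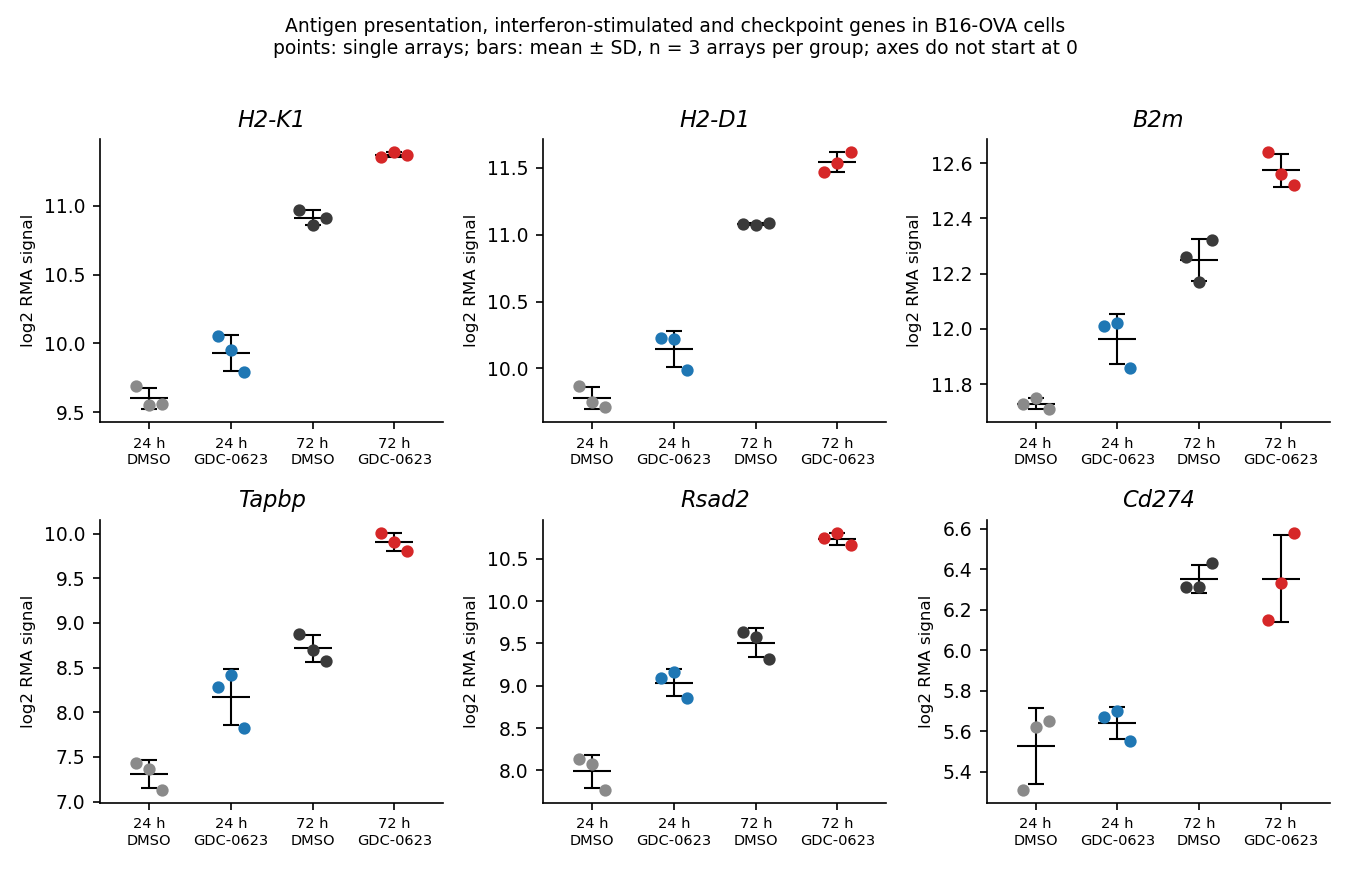
Log2 RMA signal of H2-K1, H2-D1, B2m, Tapbp, Rsad2 and Cd274 in each of the 12 arrays (points) with the mean and SD of the 3 arrays per group (lines), for DMSO and MEKi at 24 h and 72 h. Tapbp averaged 7.31 with DMSO and 8.17 with MEKi at 24 h, and 8.71 and 9.91 at 72 h.

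Pigmentation and melanocyte differentiation genes were higher at 72 h in 4 of 25 cases (6 higher and 1 lower adjusted over the list alone), with a median of 0.083 (camera adjusted p = 0.0324; adjusted p = 0.62 with an estimated correlation). The camera adjusted p was 0.0671 with the replicate number as a block, 0.0959 with each gene as the mean of its probe sets, 0.196 without DMSO replicate 2 and 0.143 without MEKi replicate 1. Oca2 (0.69 ± 0.13; adjusted p = 0.0141, and 0.0535 without MEKi replicate 1) and Trpm1 (0.63 ± 0.10) were higher, while Mitf (-0.14 ± 0.20; adjusted p = 0.775) and Tyr (0.16 ± 0.08; adjusted p = 0.307) did not pass. The remaining lists did not pass camera at 72 h either, with adjusted p from 0.103 to 0.994. For oxidative phosphorylation, the list median was -0.067 and the limma test called 0 of 27 genes (1 lower at an unadjusted p under 0.05), and the camera adjusted p of 0.103 became 0.0405 without DMSO replicate 3. For cholesterol biosynthesis, 0 of 20 genes passed (2 higher at an unadjusted p under 0.05) and the median of 0.002 (camera adjusted p = 0.906) became -0.142 without DMSO replicate 3 (camera adjusted p = 0.00196). Endoplasmic reticulum and amino acid stress genes were higher in 2 of 24 cases and lower in 6 (3 and 6 adjusted over the list alone; median -0.115), with Slc7a11 at 1.17 ± 0.21 and the lipoprotein receptor gene Vldlr at -1.50 ± 0.25. Over their probe sets these genes gave 0.64 (adjusted p = 0.0969) and -0.71 (adjusted p = 0.0524). In the neural crest-like list 2 of 24 were higher and 1 lower (3 and 1 adjusted over the list alone; median 0.085), with Tead4, a partner of YAP, at 1.12 ± 0.14 and Ccn2 at -0.90 ± 0.13. Of 28 receptor tyrosine kinase genes 2 were higher and 2 lower, over all genes and over the list alone, with a median of 0.022, a mean of -0.015 and camera in the Up direction. Ddr1 was higher by 0.57 ± 0.09 (adjusted p = 0.00479) and Igf1r lower by -0.38 ± 0.08 (adjusted p = 0.0193). Insr was also lower, with arrays at 7.66, 7.52 and 7.64 with MEKi and 8.39, 7.99 and 8.41 with DMSO. Erbb3 was higher by 0.40 ± 0.10 (adjusted p = 0.0394), with an adjusted p of up to 0.161 without any 1 array other than DMSO replicate 2 and of 0.348 as the mean of its probe sets.

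Single genes were called at 72 h among immune ligands and checkpoints (1 of 22, median 0.015), the BCL2 family (1 of 14, 0.05), interferon and JAK/STAT signaling (1 higher and 1 lower of 29, 0.07) and housekeeping genes (1 of 13, -0.047), with the same counts adjusted over the list alone. They were Lgals3, which encodes galectin-3 (1.47 ± 0.20), the cell death activator gene Bcl2l11 (-0.61 ± 0.11), Osmr (0.85 ± 0.12), the tyrosine phosphatase gene Ptpn2 (-0.40 ± 0.10) and the proteasome gene Psmb2 (0.51 ± 0.10; adjusted p = 0.0122, and 0.0589 without MEKi replicate 2). The Ptpn2 call (adjusted p = 0.0446) ended without any 1 of the DMSO replicates or MEKi replicate 1 or 2 (adjusted p up to 0.178), with quantile normalization again (0.0588) and as the mean over probe sets (-0.112; adjusted p = 0.495). Of 28 extracellular matrix genes 2 were lower (3 lower and 2 higher adjusted over the list alone; median -0.012). Of 17 immune cell markers 1 was lower (1 lower and 1 higher adjusted over the list alone; median 0.037), Fcer1g, at 5.75 ± 0.18 with MEKi and 6.22 ± 0.13 with DMSO (SD). Its adjusted p of 0.0315 was up to 0.121 without DMSO replicate 1 or 3 or MEKi replicate 1 or 2. The limma test called 0 fibroblast, endothelial, epithelial and MHC class II genes (medians -0.038, 0.003, -0.005 and 0.035), of which 0, 0, 0 and 2 had an unadjusted p under 0.05. The epithelial list had a mean of -0.028 and camera in the Up direction.

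**Figure D3:**
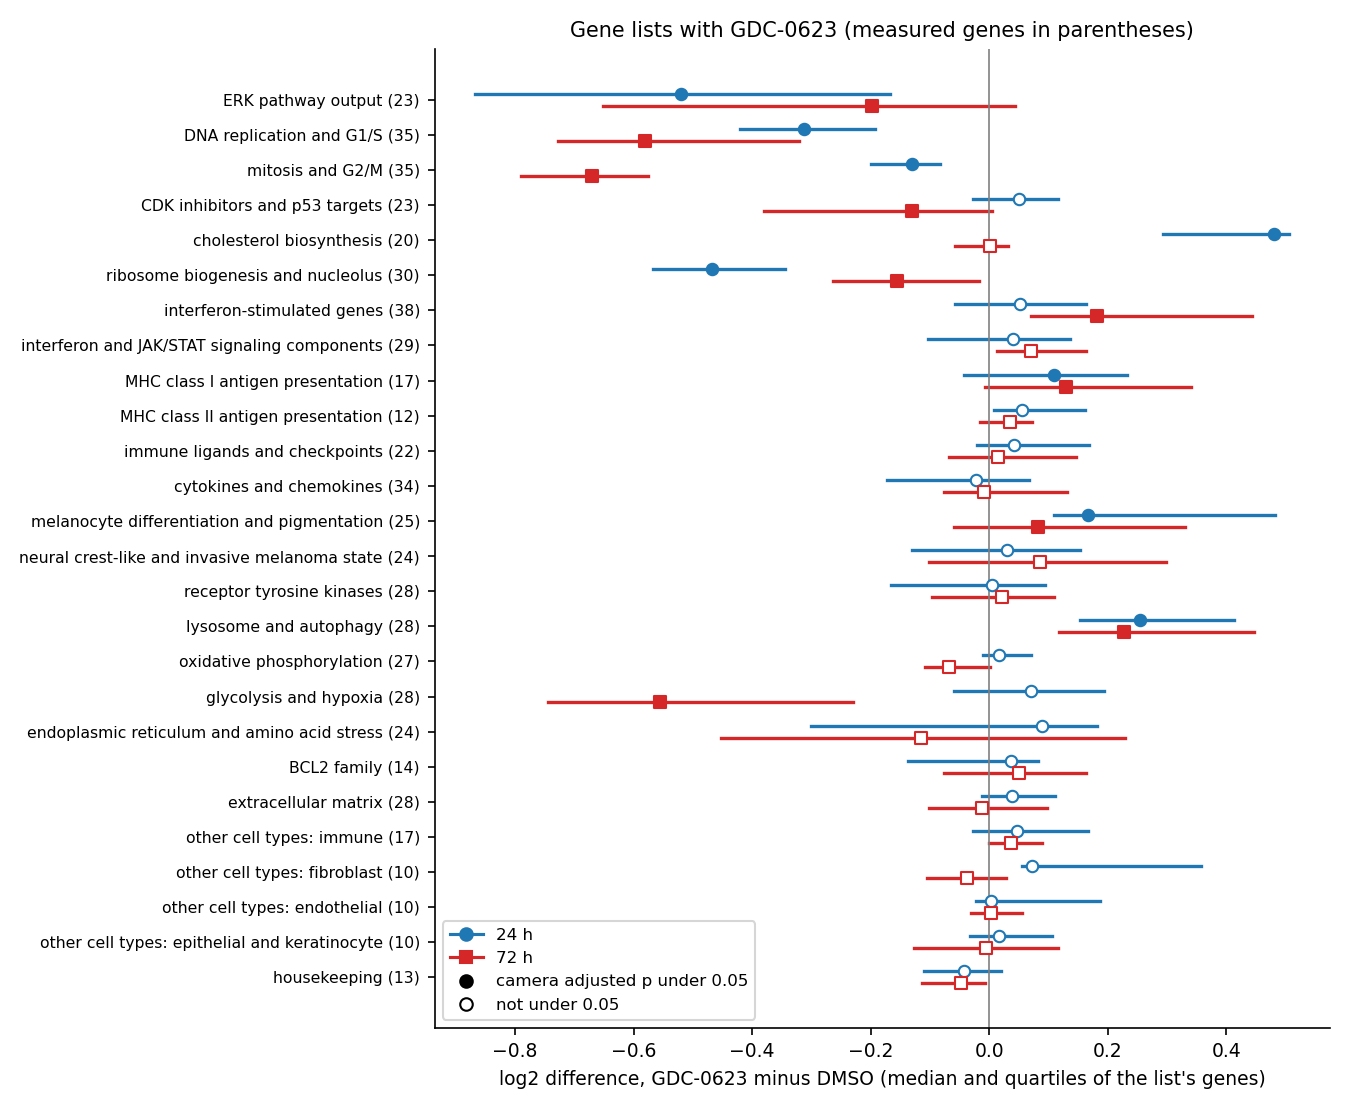
Median log2 difference between MEKi and DMSO (points; bars span the quartiles of the members) for each of the 26 gene lists at 24 h and 72 h, with filled points where camera passed at an adjusted p of 0.05. The mitosis and G2/M median was -0.13 at 24 h and -0.67 at 72 h, and the cholesterol biosynthesis median 0.48 and 0.002.

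The MEKi effects at the 2 times, which share no array, were then set side by side. Across all 18193 genes, which are not independent replicates, the log2 differences correlated with Pearson r = 0.393 and Spearman rho = 0.33, and 60.1% had the same sign. Among the 1979 genes called at 24 h, r was 0.581 and 78.4% had the same sign. Of the genes called higher, 254 were shared between the times (36.8 by the product of the counts over all genes), and of those called lower 311 (54.8). The calls went from higher at 24 h to lower at 72 h for 15 genes (46.9 by the same product) and from lower to higher for 14 (43.1).

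The test of the difference between the effects, on all 12 arrays, called 612 probe sets higher at 72 h than at 24 h and 746 lower (358 and 382 genes). Etv5 fell less at 72 h than at 24 h (difference 2.77 ± 0.48; limma adjusted p = 0.00852); its DMSO level was itself lower at 72 h (5.35 ± 0.24, SD) than at 24 h (8.94 ± 0.07). From that level, below the median probe set mean of 5.363, a fall like that at 24 h could not be measured. Without 24 h MEKi replicate 3 the Etv5 difference was 3.37. Tmem179 (2.82 ± 0.23), the matrix protein gene Tinagl1 (2.17 ± 0.26) and Srxn1, which encodes an antioxidant enzyme (2.00 ± 0.29), also had higher effects at 72 h. The collagen gene Col14a1 (-2.22 ± 0.21), Ndrg1 (-1.83 ± 0.23), Selenbp1 (-2.20 ± 0.52) and the nuclear receptor gene Nr4a3 (-1.76 ± 0.41) had lower ones. For other genes, named after their values were seen, the differences were 1.95 ± 0.28 for Slc7a11, 1.77 ± 0.25 for Cxcl10, 1.26 ± 0.12 for Erbb3, 0.86 ± 0.11 for Sqstm1, -1.58 ± 0.23 for Ddit4 and -1.33 ± 0.15 for Trp53inp1, with adjusted p-values from 0.000205 to 0.00362. As means of their probe sets Col14a1 gave -1.03, Nr4a3 -0.88 and Erbb3 0.63. The Selenbp1 and Nr4a3 calls (adjusted p = 0.0365 and 0.0348) ended with a trended and robust prior (0.113 and 0.109). They also ended, with adjusted p up to 0.0843 and 0.0838, without any 1 of the 24 h arrays or of 72 h DMSO replicates 1 and 3 and, for Selenbp1, 72 h MEKi replicate 1. The called total of 1358 became 752, 801 and 686 without 24 h DMSO replicates 1, 2 and 3, 717 and 713 without 24 h MEKi replicates 1 and 2, and 668 without 72 h MEKi replicate 2. The 746 lower became 473 without 72 h DMSO replicate 1.

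Gene lists were also tested on this difference, as a family chosen after the data were seen. Mitosis and G2/M genes had lower effects at 72 h in 21 of 35 cases (33 adjusted over the list alone), with a median difference of -0.51 (camera adjusted p = 1.2e-30; adjusted p = 0.141 with an estimated correlation). For glycolysis and hypoxia 7 of 28 were lower and Eno2 higher (20 and 1 adjusted over the list alone), with a median of -0.55 (camera adjusted p = 5.4e-11; adjusted p = 0.343 with an estimated correlation). Ribosome biogenesis genes were higher in 5 of 30 cases (15 adjusted over the list alone; median 0.328; camera adjusted p = 8.4e-10; adjusted p = 0.423 with an estimated correlation). ERK pathway output genes were higher in 4 of 23 (5 adjusted over the list alone; median 0.213; camera adjusted p = 0.000104; adjusted p = 0.209 with an estimated correlation). Of this list 13 genes were lower in DMSO at 72 h than at 24 h, and DMSO levels of 5.35 for Etv5 and 4.35 for Spry4 limit the falls that can be measured at 72 h. Cholesterol biosynthesis had 0 of 20 genes past the limma threshold (12 lower at an unadjusted p under 0.05; 10 lower adjusted over the list alone), with a median of -0.40 (camera adjusted p = 2.3e-06; adjusted p = 0.468 with an estimated correlation). DNA replication genes were lower in 4 of 35 (12 adjusted over the list alone; median -0.187; camera adjusted p = 3.8e-06; adjusted p = 0.468 with an estimated correlation), and the median was -0.087 without 72 h DMSO replicate 2. Fry by direction left out cholesterol biosynthesis (adjusted p = 0.159), DNA replication (0.0737) and the melanocyte list (0.0663) in the difference.

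CDK inhibitors and p53 targets were lower in the difference in 4 of 23 cases (5 adjusted over the list alone; median -0.17; camera adjusted p = 0.00024; adjusted p = 0.209 with an estimated correlation). Interferon-stimulated genes were higher in 4 of 38 (6 adjusted over the list alone; median 0.145; camera adjusted p = 0.00326; adjusted p = 0.423 with an estimated correlation). Pigmentation genes were lower in 3 of 25 (5 lower and 1 higher adjusted over the list alone; median -0.10; camera adjusted p = 0.00864, and 0.0526 without 72 h DMSO replicate 3; adjusted p = 0.468 with an estimated correlation). Oxidative phosphorylation genes were lower in 1 of 27 (1 adjusted over the list alone; median -0.073; camera adjusted p = 0.0292; adjusted p = 0.343 with an estimated correlation). That camera call ended without 24 h DMSO replicate 3, 72 h DMSO replicate 1 or 2, or 72 h MEKi replicate 3 (adjusted p up to 0.0779). The differences for MHC class I (median 0.053; camera adjusted p = 0.729) and for the lysosome and autophagy (median -0.093, mean 0.031, camera in the Up direction; adjusted p = 0.862) did not pass.

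**Figure D4:**
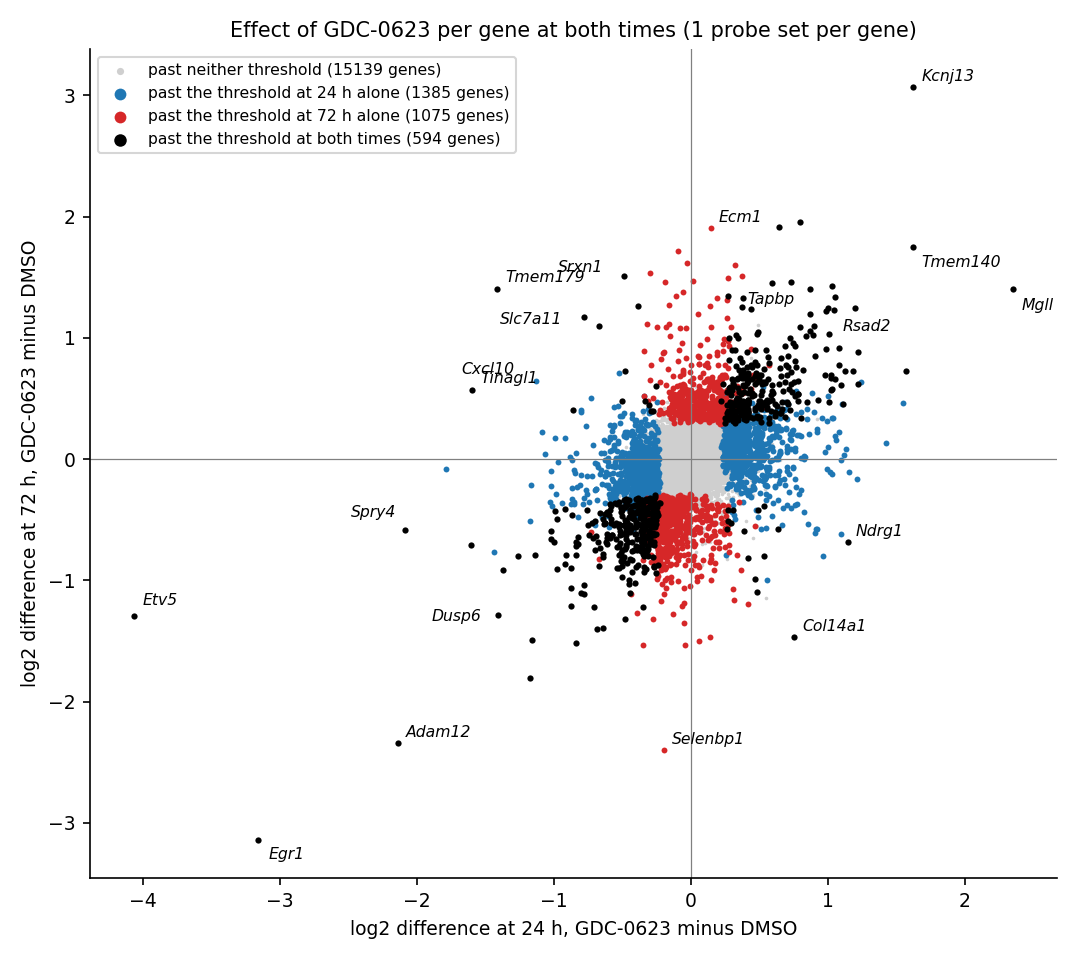
Log2 difference between MEKi and DMSO at 72 h (vertical axis) against that at 24 h (horizontal axis) for each of 18193 genes (points), colored by the time or times at which limma called the gene. The correlation across all genes is r = 0.393, and Etv5 lies at -4.06 at 24 h and -1.29 at 72 h.

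The DMSO cultures changed between the harvest times, which is the background of the 72 h comparison. Nupr1, a stress-induced gene, was 14.5-fold higher at 72 h (log2 difference 3.86 ± 0.26, SE, n = 3 per group; limma adjusted p = 6.7e-05), and the stress kinase homolog gene Trib3 was 11.5-fold higher (3.52 ± 0.24). The hypoxia gene Bnip3 (2.92 ± 0.12), Ddit4 (2.87 ± 0.10), the aldolase gene Aldoc (2.68 ± 0.13) and Vegfa (1.55 ± 0.15) were higher. Lims2 (-4.51 ± 0.11), Etv5 (-3.60 ± 0.12) and the BMP target genes Id1 (-3.30 ± 0.08) and Id3 (-3.05 ± 0.13) were lower, while Egr1 was higher (2.62 ± 0.17). As means of their probe sets Aldoc gave 1.88 and Etv5 -2.72. The limma test called 5080 probe sets higher and 6460 lower (2581 and 3080 genes, or 31.1% of genes). With each array centred on its median these counts were 3363 and 7952, and the share called higher moved from 44.0% to 29.7%. The total of 11540 was between 8190 and 10832 when any 1 array was left out, and the 5080 higher became 3298, 3344 and 3310 without 24 h DMSO replicates 1, 2 and 3.

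In the lists tested on DMSO over time, chosen after the data were seen, hypoxia genes were higher at 72 h in 24 of 28 cases and lower in 1 (25 and 1 adjusted over the list alone; median 0.68; camera adjusted p = 8.4e-10; adjusted p = 0.423 with an estimated correlation). Stress genes of the endoplasmic reticulum and amino acid response were higher in 14 of 24 (16 adjusted over the list alone; median 0.715; camera adjusted p = 3.9e-07; adjusted p = 0.159 with an estimated correlation), among them Chac1, a glutathione-degrading enzyme gene (2.29 ± 0.16). Interferon-stimulated genes were higher in 25 of 38 and lower in 1 (26 and 2 adjusted over the list alone; median 0.38; camera adjusted p = 1.0e-07; adjusted p = 0.209 with an estimated correlation), with Ifitm3 at 1.64 ± 0.15 and Rsad2 at 1.52 ± 0.12. MHC class I genes were higher in 7 of 17 and lower in 2 (11 and 2 adjusted over the list alone; median 0.30; camera adjusted p = 0.00202; adjusted p = 0.343 with an estimated correlation), with Tapbp at 1.41 ± 0.11 and H2-K1 at 1.31 ± 0.07. Cd274 was higher by 0.82 ± 0.10. Ribosome biogenesis genes were lower in 29 of 30 (30 adjusted over the list alone; median -0.71; camera adjusted p = 3.5e-19; adjusted p = 0.343 with an estimated correlation), with Rrp12 at -1.30 ± 0.09 and Polr1b at -1.22 ± 0.11.

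DNA replication genes were lower at 72 h in DMSO in 26 of 35 cases and higher in 1 (31 and 1 adjusted over the list alone; median -0.45; camera adjusted p = 3.1e-11; adjusted p = 0.423 with an estimated correlation). Mitosis and G2/M genes were lower in 27 of 35 and higher in 1 (27 and 2 adjusted over the list alone; median -0.38; camera adjusted p = 3.6e-09; adjusted p = 0.423 with an estimated correlation). ERK pathway output genes were lower in 13 of 23 and higher in 2, Egr1 and Ier3 (13 and 4 adjusted over the list alone; median -0.53; camera adjusted p = 0.0029; adjusted p = 0.209 with an estimated correlation). Lysosome and autophagy genes were higher in 13 of 28 and lower in 2 (13 and 2 adjusted over the list alone; median 0.135; camera adjusted p = 0.00975; adjusted p = 0.343 with an estimated correlation). Immune cell markers were higher in 4 of 17 and lower in 0 (median 0.197) and did not pass camera (adjusted p = 0.0503; fry adjusted p = 0.0211). Fibroblast, endothelial and epithelial markers did not pass camera either (adjusted p = 0.7144, 0.4245 and 0.1821). The changes in DMSO over time and the MEKi effects at 72 h rest on the same 72 h DMSO arrays. A spread in those arrays therefore moves both in opposite directions. Any difference in labelling between the harvests enters this comparison along with time in culture.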

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

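Of the tests in this part, those of a wrong label, of single 72 h DMSO arrays, of labelling, of the weakly changed 24 h array, of the exchanged pairs and of the splits that part every pair were chosen after the results were seen, as were the list tests on the difference between times.

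The test of the difference between the MEKi effects set apart 612 probe sets with a higher effect at 72 h than at 24 h and 746 with a lower one. The gene differences were 2.82 for Tmem179, 2.77 for Etv5 (whose low DMSO level at 72 h limits the fall that can be measured), 2.17 for Tinagl1 and 2.00 for Srxn1, and -2.22 for Col14a1, -2.20 for Selenbp1, -1.83 for Ndrg1 and -1.76 for Nr4a3. For genes named after the values were seen they were 1.953 for Slc7a11, 1.773 for Cxcl10, 1.457 for Eno2, 1.26 for Erbb3 and 0.86 for Sqstm1, and -1.58 for Ddit4, -1.33 for Trp53inp1 and -0.917 for Nusap1. The list medians of the difference were 0.213 for ERK pathway output (in which Spry4 has the same limit as Etv5), 0.328 for ribosome biogenesis and 0.145 for interferon-stimulated genes. They were -0.187 for DNA replication and G1/S, -0.51 for mitosis and G2/M, -0.17 for CDK inhibitors and p53 targets, -0.397 for cholesterol biosynthesis, -0.10 for melanocyte differentiation, -0.073 for oxidative phosphorylation and -0.547 for glycolysis and hypoxia. As each group held 3 arrays, no array was left out of the results for lying apart from its group.

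Control probe sets, which the comparisons do not use, differed between the 72 h and the 24 h arrays. The 3' minus 5' signal differed by -0.636 for the Dap spike, -0.319 for Thr, -0.179 for Lys and -0.112 for Actb, and the mean of the poly-A spikes by 0.299 (exact permutation p = 0.00216 each, the smallest possible). The Phe spike differed by 0.027 (exact permutation p = 0.474, BH-adjusted 0.766). Gapdh differed by -0.033, with the same sign as Dap, Thr, Lys and Actb (exact permutation p = 0.0476, BH-adjusted 0.222). The labels give no date or batch, so harvest time and labelling cannot be told apart.

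The number of called probe sets was compared with that in other splits of the same arrays. For each comparison of 3 against 3 arrays there are 10 splits, too few for a share under 0.05. At 24 h the real split gave 3801 and the highest other 0, at 72 h 3260 and 1, and for DMSO over time 11540 and 0; in each, 1 of the 10 splits, the real one, gave as many. For the difference, the MEKi minus DMSO differences of the 6 pairs with the same number were exchanged between the times, which also gives 10 splits, too few for a share under 0.05. The real split gave 1844 (804 higher and 1040 lower, as with the replicate block) and the highest other 0, so that 1 of the 10 gave as many. Splits that move the treatment instead still hold treatment effects and say nothing about chance in the difference. Among 32 of these that part every pair, 3 reached the 1358 of the real one, itself included, and the highest gave 7008. Among 100 drawn without regard to pairs, 2 did.

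At 24 h, MEKi replicate 3 lay nearer the DMSO arrays (mean r = 0.997) than MEKi replicates 1 and 2 (0.996 and 0.995). It carried a median share of 0.653 of the effect of the other treated arrays (212 genes that fell and 285 that rose), which argues against a DMSO array under a wrong label. The slope of its values on the mean of the other treated arrays was 0.995, but RMA makes arrays alike and gave 0.997 and 1.00 for the others, so a compression before normalization remains open. So does a difference in hybridization, whose BioB control (8.765 against 8.04 and 8.082) and control mean (10.868 against 10.294 and 10.324) were the highest of the 12 arrays. DMSO RNA mixed into this sample, or a weaker response of the culture, may also give these values, since the share of DMSO signal needed was alike in genes that fell (0.312) and that rose (0.383), a difference of 0.071.

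Glycolysis and hypoxia genes were higher in DMSO at 72 h than at 24 h (median 0.68; camera adjusted p = 0.423 with an estimated correlation) and lower with MEKi at 72 h (median -0.555; camera adjusted p = 0.452 with an estimated correlation, fry adjusted p = 0.0826), so that neither list call holds at that setting. Single control arrays do not account for the MEKi effect, since the median nearest 0 without any 1 of the 72 h DMSO arrays was -0.415, without replicate 1. Labelling differed little within 72 h (0.005 in the Dap spike), and none of 10000 random lists matched on brightness had a median below -0.185. Those random lists lack the correlation between the genes of the real list, estimated at 0.599 for MEKi at 72 h. For the rise in DMSO over time, labelling remains open as a part of it, since the Dap spike differed between the times by -0.636. Crowding and oxygen in the DMSO cultures may underlie both sides of the pattern, and these data hold no measure of them.

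Mitosis and G2/M genes were lower with MEKi at 72 h (median -0.67) and changed little at 24 h (-0.13). With an estimated correlation the camera adjusted p was 0.247 at 72 h, 0.437 at 24 h and 0.141 in the difference. No call of this list holds at that setting. Without the weakly changed MEKi replicate 3 the 24 h median was -0.155, so that this array does not account for the small change. None of 10000 random lists matched on brightness had a median difference below -0.17, against -0.51 for the list. Such lists do not carry the correlation between the genes of the real list. A delay between the fall of ERK targets and that of mitotic genes may underlie the pattern, which 2 time points cannot test.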

How the results depend on the processing

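Alternatives were planned, except for the list tests on the difference and on DMSO over time, which were chosen after the data were seen, as was the NRF2 target list. No called probe set changed sign in any of the fits compared. Of 166 values of named genes, quantile normalization again kept 165 with their sign and on their side of the threshold, median-centring 163, array weights 163, the block 162 and the trended prior 159. The mean over probe sets kept 150, brighter probe sets 161 of 162, and all 12 arrays in 1 fit 144 of 150. Leaving out each array kept 941 of 1092. Calls held without every array for 36 of 58 named genes at 24 h, 48 of 61 at 72 h, 14 of 16 in the difference and 19 of 19 in DMSO over time. Where an array was left out, counts mostly fell with fewer arrays; for the other changes given here the cause was not tested.

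At 24 h the 1724 higher and 2077 lower probe sets were 2740 and 3663 among brighter probe sets, 2851 and 3772 with the trended prior. With array weights they were 2604 and 3286. Median-centred arrays gave 1558 and 2437, and quantile normalization again 1847 and 1813, which turned the balance. At 72 h the 1347 and 1913 were 2333 and 3040 with all 12 arrays. Median-centring gave 1062 and 2208 there, and quantile normalization again 1544 and 1780. In the difference the 612 and 746 were 1090 and 1211 among brighter probe sets, 951 and 1155 with the trended prior. With array weights they were 1148 and 1458. In DMSO over time the 5080 higher were 3363 with median-centred arrays. A change of at least 2-fold, a stricter rule, left 78 and 45 at 24 h, 90 and 97 at 72 h, 68 and 117 in the difference and 335 and 362 in DMSO over time. Leaving out 1 array gave 629 to 2273 and 504 to 2818 at 24 h, and 530 to 1161 and 853 to 1612 at 72 h. It gave 275 to 772 and 393 to 1026 in the difference, and 3298 to 4706 higher in DMSO over time. The numbers do not pair the DMSO arrays of the 2 times (correlations 0.06, 0.017 and 0.01), and with the block 4478 and 5935 were called there. The block ended the calls of Sqstm1 at 24 h and of Spry4, B2m and the melanocyte list at 72 h. It added Cxcl10 at 72 h, and changed no other call of a named gene, or of a list at 24 h or 72 h.

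Of 26 lists, camera called 8 at 24 h and 10 at 72 h, and 0 at either time with an estimated correlation. Fry called 14 and 8 by direction, and 23 and 21 for change in either direction. At 72 h, fry by direction left out ribosome biogenesis, the melanocyte list and hypoxia (adjusted p = 0.141, 0.128 and 0.0826). There it added oxidative phosphorylation (0.0391). At 24 h it added the lists of cytokines, receptor tyrosine kinases, hypoxia, immune markers, fibroblast markers and housekeeping genes (adjusted p from 0.0142 to 0.0482). In the difference it left out cholesterol biosynthesis, DNA replication and the melanocyte list. It added the BCL2 family (0.0121) and fibroblast markers (0.0394) there. In DMSO over time camera called 9 lists and fry 18 by direction. Medians of called lists kept their sign with either rescaling of the arrays. With the mean over probe sets, MHC class I and the melanocyte list at 72 h did not pass (0.0701 and 0.0959). No value whose sign turned was called in the fits of the report. At 72 h Tyr was -0.119 as the mean of its probe sets, and Cd274 -0.023 with median-centring and -0.009 with weights. Without 1 array, Mitf lay between -0.33 and 0.085, Cd274 between -0.11 and 0.105 and Irf1 between -0.103 and 0.177.

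Among brighter genes the immune marker median was -0.027 at 24 h and the cytokine median 0.058 at 72 h. With the mean over probe sets the 72 h medians were -0.019 for cholesterol biosynthesis and -0.005 for endothelial markers. Without 1 array, 24 h medians lay from -0.027 to 0.003 for cytokines, -0.026 to 0.025 for receptor tyrosine kinases and -0.002 to 0.063 for endothelial markers. With the sign kept, 24 h medians lay from 0.022 to 0.076 for interferon-stimulated genes and 0.01 to 0.037 for interferon and JAK/STAT signaling. At 72 h medians lay from -0.142 to 0.098 for cholesterol biosynthesis, which camera called lower without DMSO replicate 3 (adjusted p = 0.00196). They lay from -0.015 to 0.051 for immune ligands, -0.01 to 0.022 for cytokines, -0.008 to 0.044 for receptor tyrosine kinases and -0.26 to 0.005 for stress genes. They lay from -0.016 to 0.058 for the BCL2 family, -0.025 to 0.043 for extracellular matrix, -0.068 to 0.006 for fibroblast, -0.044 to 0.032 for endothelial and -0.088 to 0.067 for epithelial markers. With the sign kept, 72 h medians lay from 0.009 to 0.126 for the neural crest-like list and 0.001 to 0.079 for MHC class II. The correlation of the effects at the 2 times was 0.428 among brighter genes and 0.392 with the mean over probe sets. Signals near the array background, such as those of Spry4 with MEKi, limit the size of falls that can be measured.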

Other observations

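The list in this part and the test on it were chosen after the data were seen.

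Of 19 listed targets of NRF2, a transcription factor of the response to oxidative stress, 9 were lower and 3 higher at 24 h (median -0.307; camera p = 0.156 with an estimated correlation). At 72 h 8 were higher and 1 lower (median 0.433; camera p = 0.152 with an estimated correlation). Srxn1, Slc7a11 and Gclm passed as lower at 24 h and higher at 72 h, while Hmox1, Mgst1 and Me1 were higher and Cbr3 lower at both times. At 24 h Osgin1, a growth inhibitor induced by oxidative stress, was lower with MEKi by -1.09 ± 0.11 (SE, n = 3 per group; limma adjusted p = 0.00248) and Gsr, which encodes glutathione reductase, by -0.56 ± 0.08 (adjusted p = 0.00686). At 72 h Srxn1 was higher by 1.51 ± 0.24 (adjusted p = 0.00616), the glutathione synthesis gene Gclm by 1.26 ± 0.22 (adjusted p = 0.00817) and Hmox1, which encodes heme oxygenase 1, by 1.24 ± 0.21 (adjusted p = 0.00807). At 72 h Osgin1 and Gsr did not pass (adjusted p = 0.340 and 0.125).

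A hypothesis is that MEKi may lower NRF2 target genes at 24 h and raise them at 72 h. It arose from values of 6 of the 19 genes, not all of which passed in both directions, and was tested on the other 13. At 24 h 5 of these 13 were lower and 2 higher (median -0.29; camera p = 0.169 with an estimated correlation). At 72 h 3 were higher and 1 lower (median 0.193; camera p = 0.372 with an estimated correlation), so that 5 of the 8 higher genes at 72 h are among the 6 that prompted the hypothesis. In the difference between times 12 of these 13 had a positive sign and 5 passed, with a median of 0.13 (camera p = 9.7e-05 at the preset correlation, and p = 0.101 with an estimated correlation). The test leaves the hypothesis open, since the call ends with the estimated correlation, and a call lost at that setting decides neither way. The cystine transporter gene Slc7a11 is also in the list of stress genes.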
